# Effects of Voluntary Running Wheel Exercise-Induced Extracellular Vesicles on Anxiety

**DOI:** 10.3389/fnmol.2021.665800

**Published:** 2021-07-01

**Authors:** Kyeong Jin Yoon, Suhong Park, Seung Hee Kwak, Hyo Youl Moon

**Keywords:** exercise, extracellular vesicle, anxiety, miRNA, ICV injection

## Abstract

Anxiety disorders are the most frequently diagnosed psychological condition, associated with serious comorbidities including excessive fear and interference with daily life. Drugs for anxiety disorders are typically prescribed but the side effects include weight gain, nausea, and sleepiness. Exercise is an effective treatment for anxiety. Exercise induces the release of extracellular vesicles (EVs) into the circulation, which transmit signals between organs. However, the effects of exercise-induced EVs on anxiety remain poorly understood. Here, we isolated EVs from the sera of mice that were sedentary or that voluntarily exercised. We characterized the changes in the miRNA profile of serum EVs after 4 weeks of voluntary exercise. miRNA sequencing showed that 82 miRNAs (46 of which were positive and 36 negative regulators) changed after exercise. We selected genes affected by at least two miRNAs. Of these, 27.27% were associated with neurotrophin signaling (9.09% with each of central nervous system neuronal development, cerebral cortical cell migration, and peripheral neuronal development). We also analyzed behavioral changes in mice with 3 weeks of restraint stress-induced anxiety after injection of 20 μg amounts of EVs from exercised or sedentary mice into the left cerebral ventricle. We found that exercise-derived EVs reduced anxiety (compared to a control group) in a nest-building test but found no between-group differences in the rotarod or open field tests. Exercise-derived EVs enhanced the expression of neuroactive ligand-receptor interaction genes. Thus, exercise-derived EVs may exhibit anti-anxiety effects and may be of therapeutic utility.

## Introduction

Anxiety disorders are the most common mental illnesses in the United States; 31% of adults experience anxiety disorders at some time during life (Ritchie and Roser, 2018). Anxiety disorders reduce the quality-of-life (QoL) and increase mortality (Pande et al., 2013; Sarma and Byrne, 2014; Walker et al., 2015). Such disorders are accompanied by depression and other mental illnesses, imposing major societal burdens (Wittchen, 2002). The key anxiety-related brain regions are the amygdala, the ventromedial prefrontal cortex (vmPFC), the anterior cingulate cortex (ACC), and the hippocampus (Milad and Quirk, 2012). Poor coordination among these regions may cause anxiety and fear. Also, a dysfunctional hypothalamic-pituitary-adrenal (HPA) axis may trigger anxiety; the HPA axis becomes hyperactive during stress (Craske et al., 2017). Platelet 5-hydroxytryptamine (5-HT, serotonin)-reuptake-site binding was decreased and brain-derived neurotrophic factor (BDNF) downregulated in patients with anxiety disorders (Iny et al., 1994; Janke et al., 2015).

Typical treatments include selective serotonin reuptake inhibitors (SSRIs), and serotonin and norepinephrine reuptake inhibitors (SNRIs). However, the side effects such as weight gain, nausea, sleepiness (Lord et al., 2017) and anticholinergic effects (Bet et al., 2013). Therefore, other therapies are required. Exercise can be an effective treatment for anxiety disorder. Those who engaged in aerobic exercise and resistance training had lower anxiety symptom scores than controls (Herring et al., 2012). In addition, a meta-analysis found that physical activity positively affected post-traumatic stress disorder (PTSD), which is a type of anxiety disorder (Rosenbaum et al., 2015).

Physical activity plays a key role in human health, affecting protein synthesis and degradation, gene regulation, and epigenetic controls including methylation and acetylation (Widmann et al., 2019; Yoon et al., 2019). Exercise triggers exerkines release into the circulation and changes Extracellular vesicles (EVs) composition (Safdar et al., 2016). EVs contain cellular proteins, nucleic acids, lipids, and metabolites within bilayered membranes. EVs transfer signals among organs (Pitt et al., 2016; Maji et al., 2017). Acute aerobic exercise did not change EVs size but the levels of concentration increased (Oliveira et al., 2018). EVs protein profile changed after a 1-h cycling exercise in healthy humans (Whitham et al., 2018); exercise-derived EVs contained neurogenesis-related proteins including BDNF, apelin (APLN), and cathepsin B (CTSB) (Safdar and Tarnopolsky, 2018). The microRNAs (miRNAs) of rat EVs changed after acute uphill or downhill exercise (Yin et al., 2019).

Among those, the miRNA profiles of EVs are attracting increasing attention. PubMed shows that only five relevant reports appeared in 2010, while 202 were published in 2019. miRNAs are small non-coding RNAs regulating protein expression *via* mRNA degradation or inhibition of mRNA translation. Exercise-induced miRNAs in EVs protect against cardiovascular disease and strengthen the immune system (Bei et al., 2017; Maji et al., 2017). Two weeks of treadmill exercise changed the EVs miRNA profile to favor neural maturation (Moon et al., 2020). However, no study has explored the effects of exercise-induced EVs miRNAs on anxiety, which is the focus of this study.

## Materials and Methods

### Neuro2A Cell Culture

Neuro2A cells (ATCC CCL-131, USA), a mouse neuroblastoma cell line, were seeded into 6-well plates at an initial density of 10^4^ cells/well and grown in Eagle's Minimum Essential Medium (EMEM; Gibco, NY, USA) supplemented with 10% fetal bovine serum (FBS, Gibco) in a 37 °C incubator with 95% air and 5% carbon dioxide (CO_2_). The cells were passaged every second day and confluency was maintained below 90%.

### Cell Viability Assay

Cell viability was assessed using Cell Counting Kit-8 (CCK-8; Dojin Laboratories, Kumamoto, Japan). Briefly, Neuro2A cells were seeded into 96 well plates at an initial density of 10^3^cells/well. After 24 h on EMEM with 10% exosome-depleted fetal bovine serum (FBS, Gibco), the medium was changed to serum free EMEM. After incubation with the FBS or the indicated concentraiont (0.1, 1, 10 ng) of EVs from sedentary or exercise group for the indicated time, reagent was added and the mixture was incubated for 3 h. To assess cell viability, absorbance at 450 nm was measured using a Tecan (Infinite 200 PRO series) 96-well microplate spectrophotometer (Mannedorf, Switzerland).

### Animal Care

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of Seoul National University (no. IACUC-190730-6-1). Male C57BL/6J mice were housed at 22–25°C under a 12-h:12-h light:dark cycle with free access to water and food. Mice were housed singly for 4 weeks with or without access to a running wheel.

### Restraint Stress

Restraint was performed 6 h per day during 21 days consecutively. Mice were randomly divided into two groups. Controls (*N, n* = 5) were left completely undetained, while restraint (*R, n* = 15) were received restraint stress for 3 weeks. The restrainers were purchased commercially (JEUNG DO BIO&PLANT CO, LTD, JD-R-02.).

### EVs Collection

After 4 weeks of exercise, mice were anesthesized with isoflurane and whole heart blood collected into BD SST Gold tubes (BD Microtainer, #365957) and centrifuged at 4,000 rpm for 10 min at 4°C; the sera were transferred to fresh tubes. An ExoLutE Plasma and Serum Kit (Rosetta Exosome, #EX-03) was used to remove lipoproteins. Sera (0.5-mL amounts) were centrifuged at 2,000 × g for 10 min at 4°C, the supernatants transferred to fresh microcentrifuge tubes, and the debris removed, followed by two centrifugations with the application of liporemoval column each for 1 min at 500 × g and 4°C. A miRCURY Exosome Cell/Urine/CSF Kit (Qiagen, #76743) was used to precipitate EVs. Precipitation buffer B was added to pretreated serum, followed by overnight incubation and centrifugation at 10,000 × g for 30 min at 20°C. The supernatants were discarded.

### Nanoparticle Tracking Analysis (NTA)

All samples were thawed at room temperature and diluted in PBS to final volume of 1 ml. Smaple was introduced to the NanoSight LM10 (NanoSight Ltd., Amesbury, United Kingdom) through glass prism.

Following settings were set acoording to the previous study (Dragovic et al., 2011; Soo et al., 2012). All particles that dispersed enough light to be above the detection threshold are counted by the NTA software version 2.3 and this is used to determine the concentration.

### miRNA Sequencing

The RNA isolated from each sample was used to construct sequencing libraries with the SMARTer smRNA-Seq Kit for Illumina, following the manufacturer's protocol. Briefly, Input RNA is first polyadenylated in order to provide a priming sequence for an oligo-(dT) primer. cDNA synthesis is primed by the 3′ smRNA dT Primer, which incorporates an adapter sequence at the 5′ end of each RNA template, it adds non templated nucleotides which are bound by the SMRT smRNA Oligo-enhanced with locked nucleic acid (LNA) technology for greater sensitivity. In the template-switching step, PrimeScript RT uses the SMART smRNA Oligo as a template for the addition of a second adapter sequence to the 3′ end of each first-strand cDNA molecule. In the next step, full-length Illumina adapters (including index sequences for sample multiplexing) are added during PCR amplification. The Forward PCR Primer binds to the sequence added by the SMART smRNA Oligo, while the Reverse PCR Primer binds to the sequence added by the 3' smRNA dT Primer. Resulting library cDNA molecules include sequences required for clustering on an Illumina flow cell.

The libraries were validated by checking the size, purity, and concentration on the Agilent Bioanalyzer. The libraries were pooled in equimolar amounts, and sequenced on an Illumina HiSeq 2500 instrument to generate 51 base reads. Image decomposition and quality values calculation were performed using the modules of the Illumina pipeline.

### Intracerebroventricular (ICV) Injection

Mice were anesthetized with isoflurane and placed in a stereotactic frame. The lateral ventricle(AP: −0.5 mm, ML: 1 mm, DV: −2.5 mm) was defined using the bregma and lambda values and 20 μg of EVs injected.

### Tissue Collection

Tissues were collected the day after the 4 weeks of exercise and 3 days after ICV injection. Mice were anesthetized with isoflurane and whole heart blood collected. After perfusion with phosphate-buffered saline, whole brains were collected and samples placed in 4% (v/v) paraformaldehyde or frozen at −80°C.

### Biochemical Tests

(i) Reverse transcription-quantitative polymerase chain reaction (RT-qPCR)

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, #15596026) according to the manufacturer's protocol. cDNA was prepared to employ a CycleScript RT premix (Bioneer, #K-2044-CFG). All primer sequences are listed in Table 1. Expression levels were calculated using a SensiFAST SYBR Lo-ROX Kit (Bioline, #BIO-94020) and a commercial detection system (BioRad, #CFX96).

**Table 1:** RT-qPCR primers list.

**Gene name**	**Sequence (5^**′**^ → 3^**′**^)**
Ndufa	F: CCGGGGTGTCCACTGCGTACA
	R: CGCGTTCCATCAGATACCACTGGT
Sdhb	F: AACATCAACGGAGGCAATAC
	R: CTGGGACTCATCCTTCTTCT
Cox5b	F: GATGAGGAGCAGGCTATGG
	R: GTCTTCCTTGGTGCCTGAAG
Pgc1α	F: AGCCGTGACCACTGACAACGAG
	R: GCTGCATGGTTCTGAGTGCTAAG
Tbp	F: ACCCTTCACCAATGACTCCTATG
	R: ATGATGACTGCAGCAAATCGC

(ii) Western blotting

Total proteins were extracted into RIPA buffer (Thermo Fisher Scientific, #89900) containing a phosphatase inhibitor (Sigma-Aldrich, #4906845001) and a protease inhibitor (Roche, #43693159001), subjected to 10–16% (w/v) Tris-glycine SDS-PAGE, transferred to PVDF membranes using Iblot 2 NC ministacks (Invitrogen, #IB23002), and the membranes blocked with 5% (w/v) skim milk. The primary antibodies were anti-pAMPK (Cell Signaling Technology, #2531S), anti-AMPK (Cell Signaling Technology, #5831S), anti-pACC (Cell Signaling Technology, #3661S), anti-ACC (Cell Signaling Technology, #3662S), and anti-GAPDH (Cell Signaling Technology, #2118S) diluted 1:1000 (primary antibodies) or 1:5000 (secondary antibodies) in TBST (Biosesang, #HT2007) containing 5% (w/v) skim milk. The membranes were then incubated with a peroxidase-conjugated anti-rabbit secondary antibody and signals quantitated using the Immobilion Western Chemiluminescent HRP Substrate (Millipore, #WBKLS0500).

### Behavioral Tests

All behavioral tests were blindly scored by three individuals.

(i) Nest building test

Nest-building behavior commenced at 7:00 pm. Pressed cotton squares (~3 g) were placed in all cages. After dark, every cage was photographed and the cotton removed. Nest-building was scored using the Deacon method (Deacon, 2006).

(ii) Open field test

The open-field test square was a 40 × 40 cm black, polyvinyl chloride, plastic board surrounded by a 40-cm wall. Areas within 10 cm of the wall were considered to be peripheral and other areas central. Time spent in the center and the number of center entries increase when anxiety is low. At the beginning of the test, mice were placed in the central area and were allowed to move freely for 5 min. All sessions were recorded by a video camera placed 145 cm above the square and the data analyzed with the aid of the ANY-maze Video Tracking System (Stoelting Co., Wood Dale, IL, USA). The software detects an animal-based on its contrast with the background. After every session, the square was cleaned with a paper towel dampened with 70% (v/v) alcohol. All open field tests were conducted at 3:00 PM.

(iii) Tail suspension test

The tail suspension test was performed using the method of (Can et al., 2012). Each mouse was suspended on a climbstopper for 6 min by applying adhesive tape to the tail. The climbstopper disturbs the tail-climbing habit of the C57BL/6J mouse. The total duration of immobility was measured in seconds. Mobility was defined as any bodily shaking or limb movement akin to running. Immobility was defined as the absence of movement apart from breathing motion.

(iv) Forced swim test

The forced swim test was rehearsed on the day before the test. Each mouse was placed into a 2-L beaker containing a 20-cm depth of water at 23–25°C for 5 min; and immobility, and swimming and climbing behavior, was scored every 5 s.

### Microarray and Bioinformatic Analysis

Each hippocampus from non-restrained vehicle-injected group (NV, *n* = 3), restraint-stressed sedentary EV-injected group (RS, *n* = 4), restraint-stressed exercise EV-injected group (RE, *n* = 4) were pooled and RNA purity and integrity were confirmed by ND-1000 Spectrophotometer (Nano-Drop, Wilmington, USA). The Affymetrix Whole transcript Expression array process was performed according to the protocol of the manufacturer (Gene Chip Whole Transcript PLUS reagent Kit). cDNA was synthesized according to the manufacturer's method using Gene Chip Whole Transcript (WT) Amplification kit, and the hybridized array was scanned using a GCS3000 Scanner (Affymetrix). Signal values were calculated using Affymetrix® Gene ChipTM Command Console software. Gene enrichment and functional annotation analysis were performed on genes showing significant expression level (≥2-fold) based on gene ontology and KEGG pathway analysis, respectively.

### Statistical Analysis

Statistical analysis was performed with the aid of Graph Pad Prism ver. 7 (Graph Pad Software Inc., La Jolla, CA, USA); all data are presented as means with SEMs. A *p*-value < 0.05 was considered to reflect statistical significance. Student's *t*-test was used to compare data between the two groups.

## Results

### Effects of 4 Weeks of Voluntary Wheel Exercise on Skeletal Muscle Exercise-Related AMPK Signaling Protein and Oxidative Phosphorylated mRNA Levels

To validate the effects of 4 weeks of voluntary wheel exercise, mice were individually housed with or without an exercise wheel for 4 weeks (Figure 1A) and the levels of exercise-related proteins (phosphorylated AMPK and ACC) measured, as were the levels of encoding mRNAs (oxidative phosphorylation [Nudfa, Sdhb, and Cox5b], and Pgc1α). AMPK and ACC are an important signaling molecule that is activated during exercise training (Chen et al., 2003). The p-AMPK/AMPK and p-ACC/ACC ratios of exercise group was significantly higher than sedentary group (Figures 1B–D, p-AMPK/AMPK, *p* < 0.05 and p-ACC/ACC, *p* = 0.0507). Endurance exercises upregulates the gene expressions of oxidative phosphorylation and Pgc1α that assist promote mitochondrial biogenesis in skeletal muscles (Gureev et al., 2019). Nudfa expression levels did not differ between the sedentary and exercise groups. Sdhb expression was upregulated in the exercise group (*p* < 0.05) and the levels of Cox5b and Pgc1α tended (*p* = 0.06, *p* = 0.07, respectively) to increase in that group (Figures 1E–H). These experiments indicated that 4 weeks of voluntary wheel exercise was sufficient for further study.

**Figure 1:**
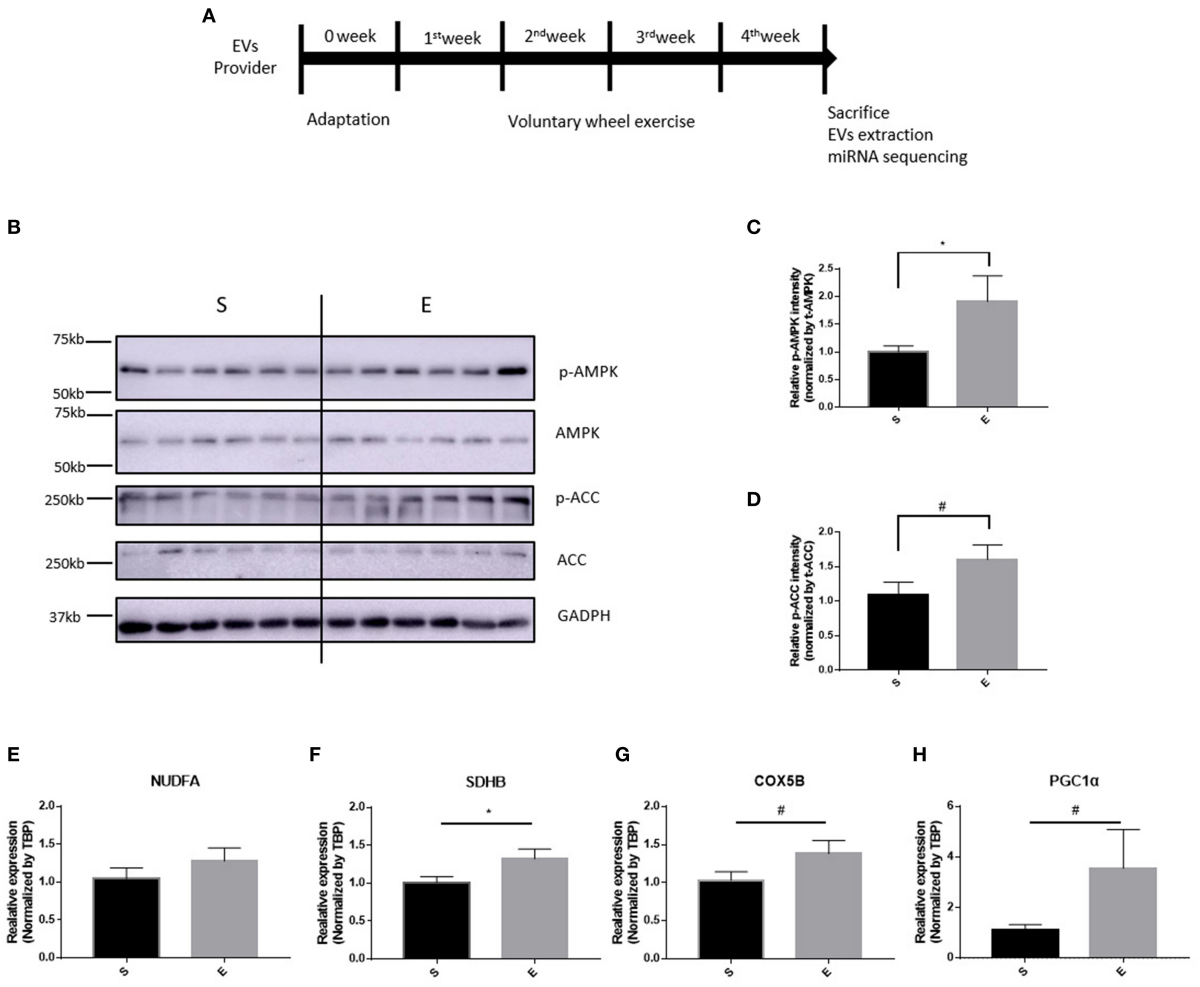
The effects of 4 weeks of voluntary wheel exercise on skeletal muscle proteins and their encoding mRNA levels. **(A)** The experimental schedule. **(B–D)** p-AMPK/AMPK and p-ACC/ACC protein levels. **(E–H)** OXPHOS and Pgc1α mRNA expression levels in the gastrocnemius. *p < 0.05 vs. S. Statistical analysis was performed with the aid of the one-tailed Student *t*-test. EVs, Extracellular vesicles; S, sedentary group (*n* = 6); E, exercise group (*n* = 6). The data represent means ± SEM (*p < 0.05). #*p* < 0.05.

### 4 Weeks of Running Wheel Exercise Did Not Changed Serum-Derived EVs External Properties: Size and Number

After isolation of extracellular vesicles from each group's sera, we performed a nanoparticle tracking assay for investigating the difference between groups; Figure 2A shows the sample frame. Neither EVs diameter nor size changed over the 4 weeks of exercise (Figures 2B,C,E, *p* > 0.05). Figure 2D shows that the level of CD9 (an EVs biochemical marker) was 5 μg/EVs in both groups.

**Figure 2:**
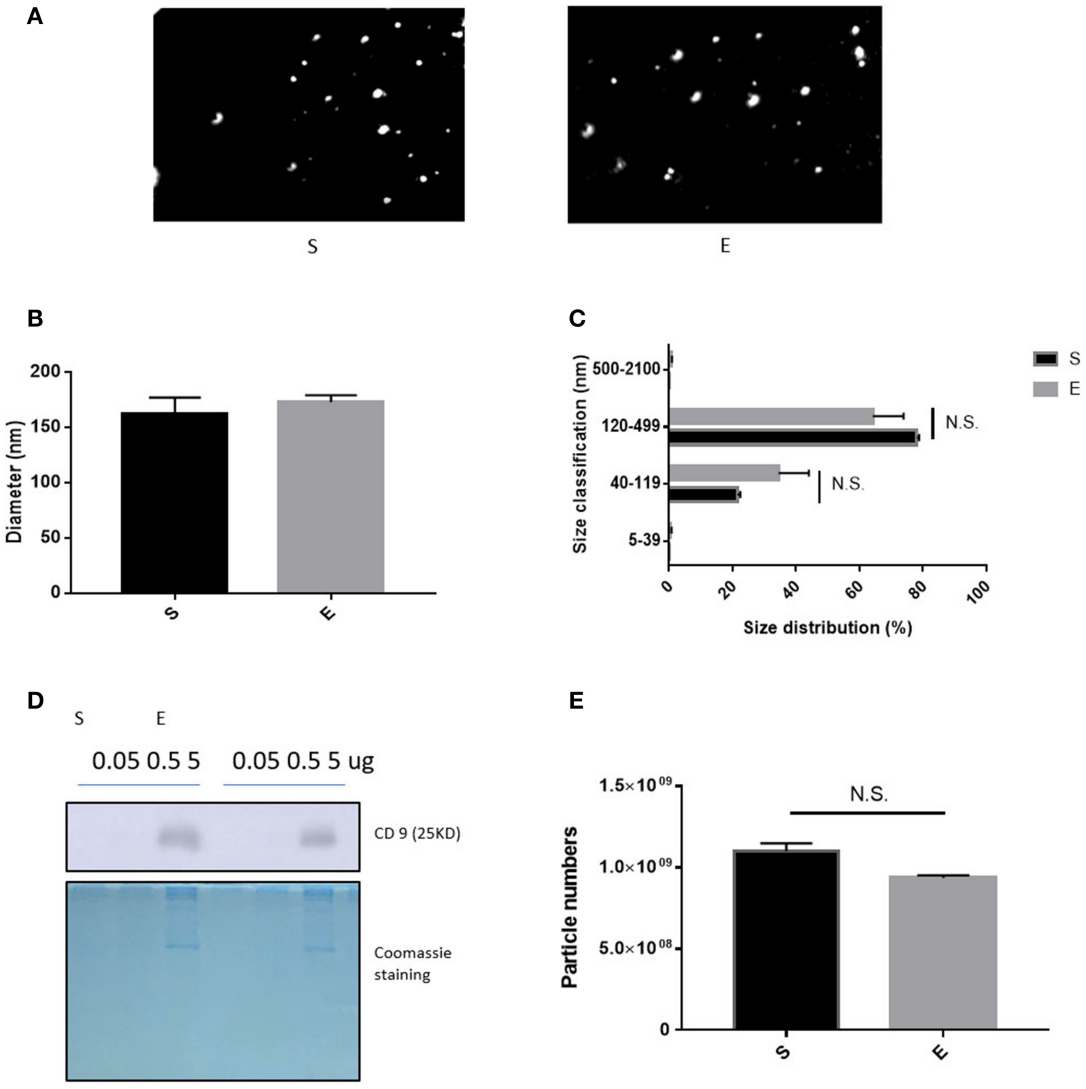
The features of EVs induced by 4 weeks of voluntary wheel exercise. **(A)** A representative video frame. **(B)** The average diameter. **(C)** The size distribution. **(D)** Western blotting for CD9 (an EV-specific marker). **(E)** EV particle numbers. N.S., not significant. Statistical analysis was performed with the aid of the two-tailed Student *t*-test.

### EVs miRNA Internal Profiles Were Altered After 4 Weeks of Voluntary Wheel Exercise

To figure out the internal composition of extracellular vesicles, we designed the study comparing sedentary and exercise group's miRNA. The EVs of mice that engaged in 4 weeks of voluntary wheel exercise exhibited 46 upregulated and 36 downregulated miRNAs compared to sedentary group (Tables 2A,B). Particularly, we confirmed 4 miRNAs to validate the miRNA sequencing (Supplementary Figures 1A–D). All changed miRNAs were functionally annotated by DAVID ver. 6.7 software, except those lacking ENTERZ GENE IDs. The miRNAs affected the micro-ribonucleoprotein complex, cancer development, the responses to oxygen and amino acids, and gene silencing (Table 3).

**Table 2A:** The list of upregulated miRNAs in 4 weeks of voluntary wheel exercise.

**Mature_ID**	**Exe/Sed.fc**	***p*-value**	**Mature_ID**	**Exe/Sed.fc**	***p*-value**
mmu-miR-215-5p	18.585596	2.96E-41	mmu-miR-429-3p	3.860804	0.000349157
mmu-miR-183-5p	15.017577	7.19E-06	mmu-miR-574-5p	3.800425	8.80E-11
mmu-miR-297a-3p	11.397447	0.018516041	mmu-let-7b-3p	3.799884	7.03E-10
mmu-miR-297b-3p	11.397447	0.018516041	mmu-miR-423-5p	3.78057	6.17E-15
mmu-miR-297c-3p	11.397447	0.018516041	mmu-miR-674-3p	3.130525	0.000129727
mmu-miR-409-3p	10.457163	0.031702174	mmu-let-7e-5p	3.106166	1.05E-08
mmu-miR-511-5p	9.878446	5.24E-05	mmu-let-7k	3.06013	3.17E-06
mmu-miR-1957a	9.539228	8.22E-05	mmu-let-7b-5p	2.957388	3.62E-12
mmu-miR-1306-5p	5.807837	0.0170455	mmu-miR-214-3p	2.725924	5.24E-06
mmu-miR-669c-5p	5.760639	2.95E-05	mmu-let-7f-5p	2.594758	1.19E-09
mmu-miR-10b-5p	5.502284	6.13E-13	mmu-miR-342-3p	2.511935	5.75E-08
mmu-miR-134-5p	5.429372	0.005500209	mmu-let-7a-5p	2.382572	3.55E-08
mmu-miR-205-5p	5.398138	1.78E-08	mmu-miR-151-3p	2.379779	1.24E-05
mmu-miR-365-3p	5.079939	0.000474557	mmu-let-7c-5p	2.36524	5.57E-08
mmu-miR-203-3p	5.075422	1.58E-12	mmu-miR-23a-3p	2.335837	6.16E-08
mmu-miR-29b-3p	4.607671	1.20E-18	mmu-miR-320-3p	2.300079	0.040243773
mmu-miR-574-3p	4.431227	1.34E-19	mmu-miR-206-3p	2.221214	0.000827822
mmu-let-7d-3p	4.391118	2.52E-20	mmu-miR-10a-5p	2.20128	0.00038266
mmu-miR-877-5p	4.385831	4.84E-05	mmu-miR-126a-5p	2.200657	9.78E-07
mmu-miR-466a-3p	4.370751	0.012307727	mmu-miR-140-3p	2.195691	0.001630066
mmu-miR-466b-3p	4.370751	0.012307727	mmu-let-7f-1-3p	2.000093	0.002660807
mmu-miR-466c-3p	4.370751	0.012307727			
mmu-miR-466e-3p	4.370751	0.012307727			
mmu-miR-466p-3p	4.370751	0.012307727			
mmu-miR-5113	4.350275	0.006227222			

**Table 2B:** The list of downregulated miRNAs in 4 weeks of voluntary wheel exercise.

**Mature_ID**	**Exe/Sed.fc**	***p*-value**	**Mature_ID**	**Exe/Sed.fc**	***p*-value**
mmu-miR-30c-5p	−2.113934	0.002034176	mmu-miR-19b-3p	−6.216375	3.14E-14
mmu-miR-1895	−2.129836	0.011726866	mmu-miR-3473b	−7.126822	2.45E-23
mmu-let-7i-5p	−2.144995	2.10E-05	mmu-miR-22-5p	−7.585649	0.000788157
mmu-miR-16-5p	−2.151024	6.78E-05	mmu-miR-128-1-5p	−7.667895	1.20E-18
mmu-miR-130a-3p	−2.183096	0.002372773	mmu-miR-3473e	−8.730115	5.81E-26
mmu-let-7g-5p	−2.450195	5.91E-08	mmu-miR-369-3p	−8.940734	0.001421879
mmu-miR-5128	−2.61082	0.025674902	mmu-miR-148a-3p	−9.930079	7.92E-12
mmu-miR-27b-3p	−2.630326	0.002034176	mmu-miR-322-5p	−10.604367	8.26E-06
mmu-miR-145a-3p	−2.819073	0.000264305	mmu-miR-20a-5p	−11.032222	0.011842362
mmu-miR-133a-3p	−2.886136	0.011147986	mmu-miR-144-5p	−13.387069	8.94E-30
mmu-miR-15b-3p	−2.891632	6.92E-07	mmu-miR-30a-5p	−16.914407	0.000320538
mmu-miR-16-2-3p	−3.008991	0.022498723			
mmu-miR-27a-3p	−3.02509	1.59E-06			
mmu-miR-26a-5p	−3.145651	0.006196773			
mmu-miR-6236	−3.52549	0.004615199			
mmu-miR-451a	−3.626993	1.04E-09			
mmu-miR-128-3p	−3.726309	2.77E-09			
mmu-miR-26b-5p	−4.255282	0.012307727			
mmu-miR-15b-5p	−4.294289	0.000163147			
mmu-miR-99b-5p	−4.494434	5.24E-06			
mmu-miR-194-5p	−4.636119	4.95E-10			
mmu-miR-335-5p	−4.74166	7.60E-07			
mmu-miR-709	−5.177175	0.000161092			
mmu-miR-22-3p	−5.195789	6.51E-12			
mmu-miR-19a-3p	−5.710454	3.59E-11			

**Table 3:** The list of changed miRNA functional annotation.

**Term**	**Count**	**%**	***P*-value**
Micro-ribonucleoprotein complex	27	38.0282	1.80E-57
MicroRNAs in cancer	39	54.9296	9.27E-57
Response to oxygen levels	17	23.9437	5.06E-30
Cellular response to amino acid stimulus	21	29.5775	1.49E-29
Gene silencing by miRNA	14	19.7183	4.09E-22
Cellular response to inorganic substance	13	18.3099	1.17E-20
Cellular response to lipopolysaccharide	14	19.7183	2.53E-14
Cellular response to estrogen stimulus	8	11.2676	1.19E-11
Embryo implantation	6	8.4507	8.62E-07
BMP signaling pathway	6	8.4507	5.49E-06

The 82 miRNAs' predicted target genes were identified with the aid of miRNA databases, Target Scan and the miRDB. Both databases identified 129 and 119 genes regulated by more than two miRNAs (Table 4); 13 genes were common to both the Target Scan and miRDB lists. Target scan genes were subjected to functional analysis using Cytoscape (Figure 3A). Of the 129 genes, 27.27% were associated with the neurotrophin signaling pathway (9.09% with each of central nervous system neuronal development, cerebral cortex cell migration, and peripheral neuron development; Figure 3B). These data implied exercise-induced EVs can affect the neuronal cell.

**Table 4:** The list of altered miRNAs predicted target genes.

**Target scan**					
Pkp4	Oas3	Mknk2	Crk	Lifr	Stim2
Unc13b	Nanos1	Adora2b	Klf11	Mdn1	Adcy1
Baz1b	Slc41a1	Ube2g1	Lpar2	Plekha5	Entpd7
Morc3	Hmgxb4	Zfp266	Tfdp1	Map2	Dpysl5
Mtf2	Ltbp2	Usp15	Tbk1	Usp45	E130309F12Rik
Cand1	Ddit4	Epb4.1l3	Pitpnb	Foxg1	Slc5a3
Golgb1	Rnaset2b	Pygo1	Olfr658	Mtmr12	Bach2
4930571K23Rik	Purb	Suz12	Ss18l1	Gpd2	Slc6a19
Egfr	Mgat5	Rnf167	Pnkd	Cep85l	Ccpg1
Map2k6	Mxd1	Rap1a	Casp8ap2	Dmxl1	Rtp1
Bdnf	Defb4	Igsf3	Ick	Cxcl5	Ssh2
Hoxa3	Gm10302	Mylip	Ccnt1	Six6	Hmga2
Srgap1	Stag2	Mpeg1	Ddx6	Slc5a7	Nr6a1
Cntnap5c	Prcp	Aspg	Sfmbt2	Cenpi	Trim71
Gpr64	Limch1	Hs6st1	Zfp113	Zc3h12b	Arid3b
Raver2	Sypl	Aak1	Tmem26	Lmtk2	Pald1
Brinp3	Rqcd1	Vldlr	Psd2	Slc19a2	Sec16b
Pfkfb2	Ttll7	Ppp2ca	Snrk	Traf3	Cacng4
Spn	Meox2	Foxn2	Atp1b4	Pgr	AI118078
Ccdc169	Tmem194b	Fzd7	Pafah1b1	Etl4	Lcor
Zfp275	Plag1	Kcna2	Hif1an	Gm11007	Gm2007
Rgs8	Onecut2	Tet3			
**miRDB**					
Nufip2	Cask	Celsr3	Casz1	Six6	Itga2
Lrp1	Lhfp	Mtdh	Fam98a	Tet2	Tubgcp5
Patl1	Gpm6a	Cyp24a1	Trp53inp1	Ythdf1	Fbxl17
Trim2	Ric1	Rfx6	Atxn1	Adrb3	Alg6
E2f7	Fyco1	Cpeb2	Tnrc6b	Gatm	Unk
Ebf2	Shank1	Syde2	Trim33	Igf2bp1	Dcun1d4
Creb1	Tut4	Cdk19	Taok1	Luzp1	Hic2
Tox4	F3	Adora2b	Kcna4	Twf1	Cxcl5
Rb1cc1	Btaf1	Apaf1	Zmynd11	Rora	Olfr658
Smap1	Hmgxb4	Pds5b	Ubl3	Tnrc6a	Pbx3
Mdga2	Arid4b	Slc26a2	Rapgef2	Pappa	Pfkfb2
Spopl	Pum2	Nrk	Gpr155	Ubfd1	Ino80d
Ppp4r4	Casp8ap2	Ing5	St6galnac6	Plxna4	Fign
Csnk1g3	Ick	Trappc8	Psd2	Akt3	Lin28b
Lrrtm2	Ugt8a	Slc25a25	Mnt	Mapkap1	Stard13
Pes1	Ago2	Erlec1	Rspry1	Rasgef1b	Arid3a
Mei4	Lhx8	Stradb	Rere	Arl2	Trim71
D1Ertd622e	Mkrn3	Greb1l	Hdlbp	Adcy1	Trim6
Ccdc169	Klhl20	Rap2c	Ptprf	Plk2	Nr6a1
Mis18a	Pip4k2a	Tet1	Scn2a	Arhgap6	

**Figure 3:**
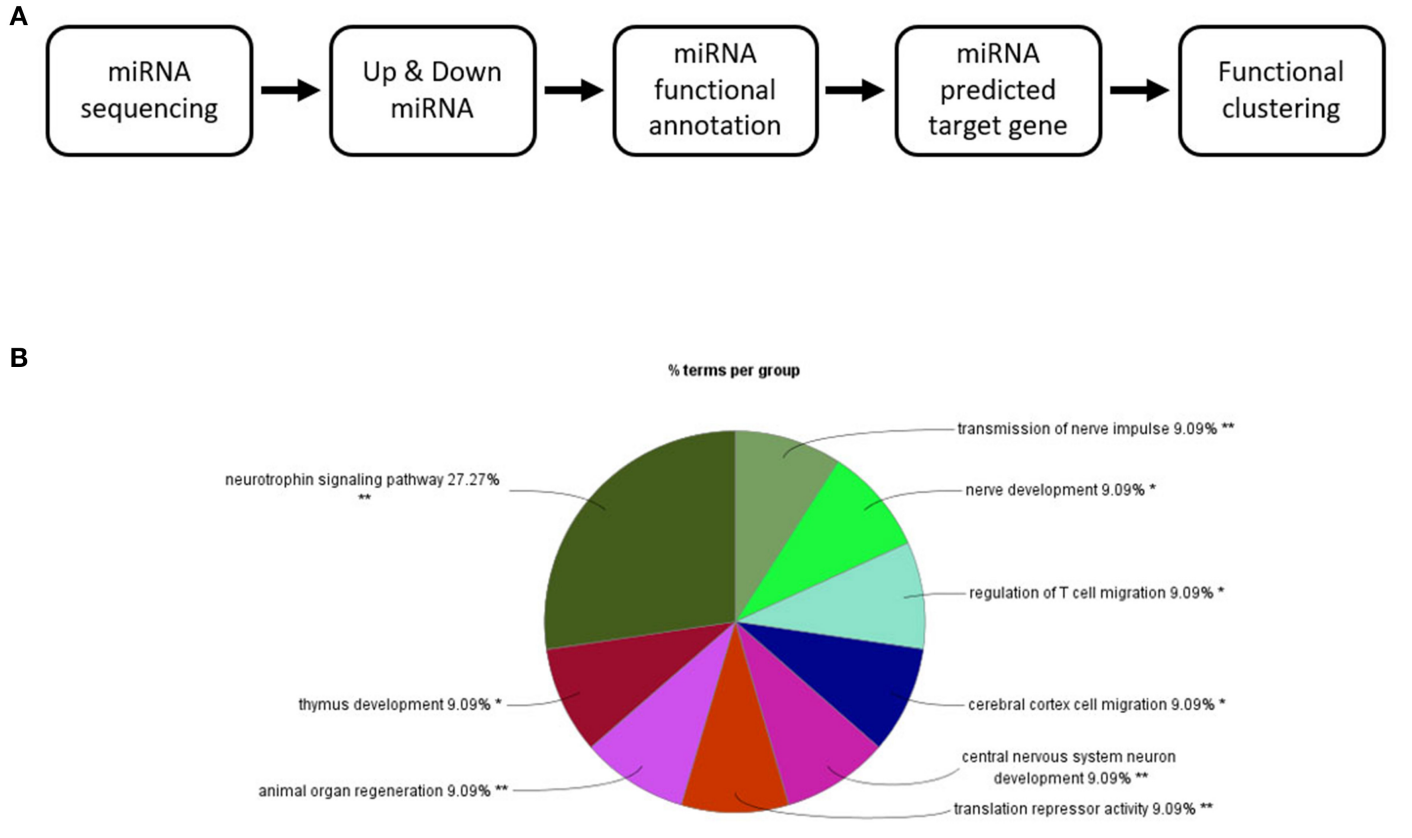
Changes in the EV miRNA profiles after 4 weeks of voluntary wheel exercise. **(A)** A bioinformatic schematic. **(B)** The target genes predicted by functional clustering. Each sedentary, exercise group animal number was 6.

### EVs Derived by 4 Weeks of Voluntary Wheel Exercise Increased Neuro2A Cell Viability

To verify the hypothesis, we conducted cellular viability experiments using Neuro2A, a neuroblastoma cell line. The addition of fetal bovine serum to 10% (v/v) increased Neuro2A cell viability 1.2-fold relative to the MEM-only control (Figure 4). Twenty-four hours treatment of 10 ng of exercise-induced EVs enhanced the viability of Neuro2A cell compared to the same dosage of sedentary (Figure 4). This result that exercise-derived EVs affect positively on Neuro2A cell viability.

**Figure 4:**
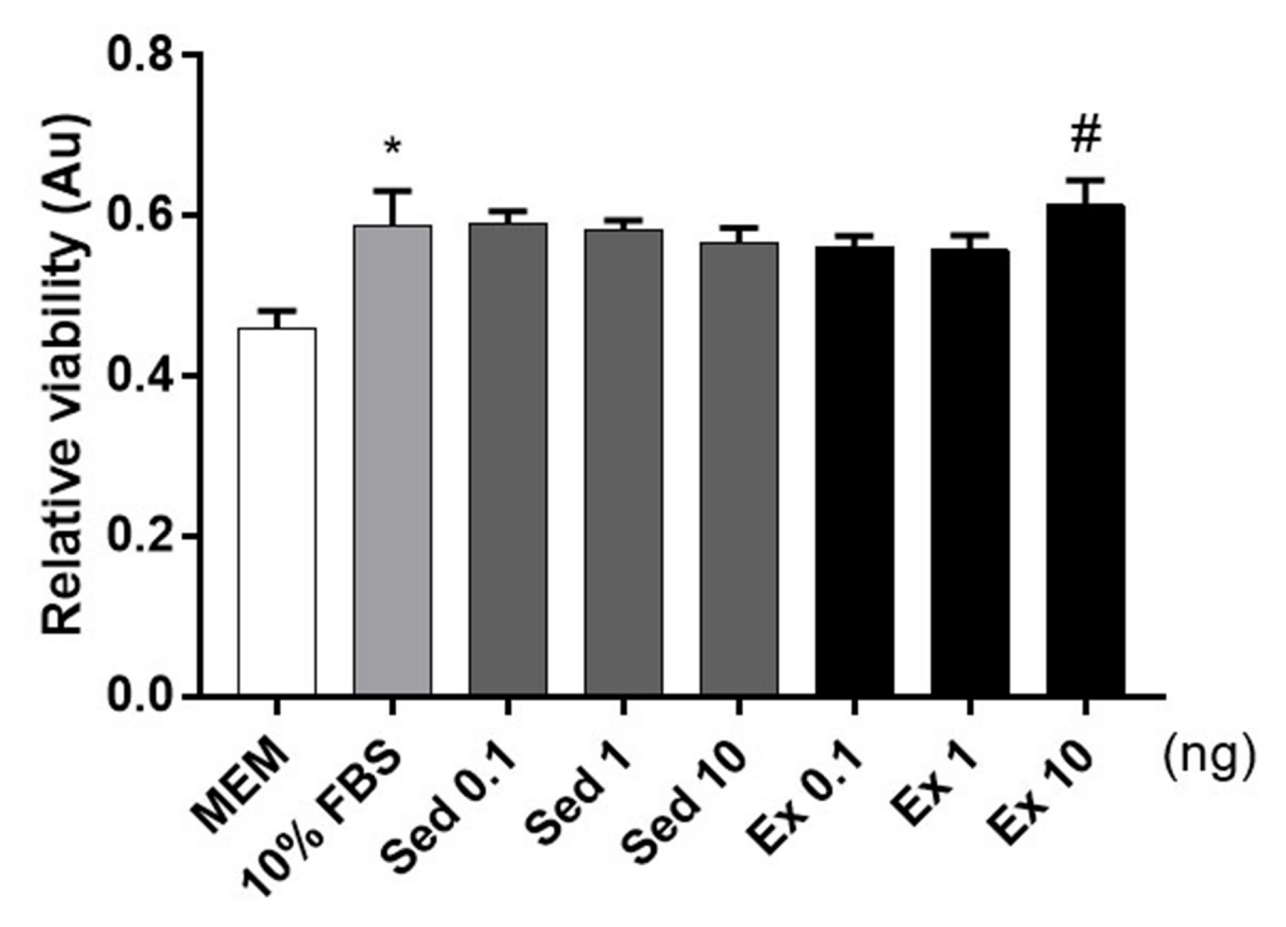
Effects of 4-week, voluntary running wheel exercise-induced EVs on Neuro2A cell viability levels. After 24 h of treatment with MEM alone, 10% (v/v) FBS, or 0.1, 1, or 10 ng of EVs from the sedentary or exercised group. *p < 0.05 compared to the MEM control. ^#^*p* < 0.05 compared to the Sed 10 group. Statistical analysis was performed with the aid of the ANOVA test.

### EVs Induced by Running Exercise Ameliorated Anxiety Behaviors

It is well-known that emotionally afflicted mice are accompanied by decreased neuronal cell viability. Exercise, on the contrary, promotes the production of nerve cells and increases resistance to stress. Therefore, we conducted a behavioral experiment to find out whether exercise-derived EV directly affects beneficial changes in stressed mice. Mice were housed for 4 weeks with or without a wheel after 1 week of acclimatization and restraint stressed mice received EVs from exercised mice *via* ICV injection (Figure 5A). Three weeks of restraint stress-induced a tendency of depression, as revealed by reduced mobility on the tail suspension test (Figure 5B, *p* = 0.15). Restraint stress-treated mice also scored lower than the non-treated group in the nest-building test, thus exhibiting anxiety-like behavior (Figure 5C, *p* = 0.0519).

**Figure 5:**
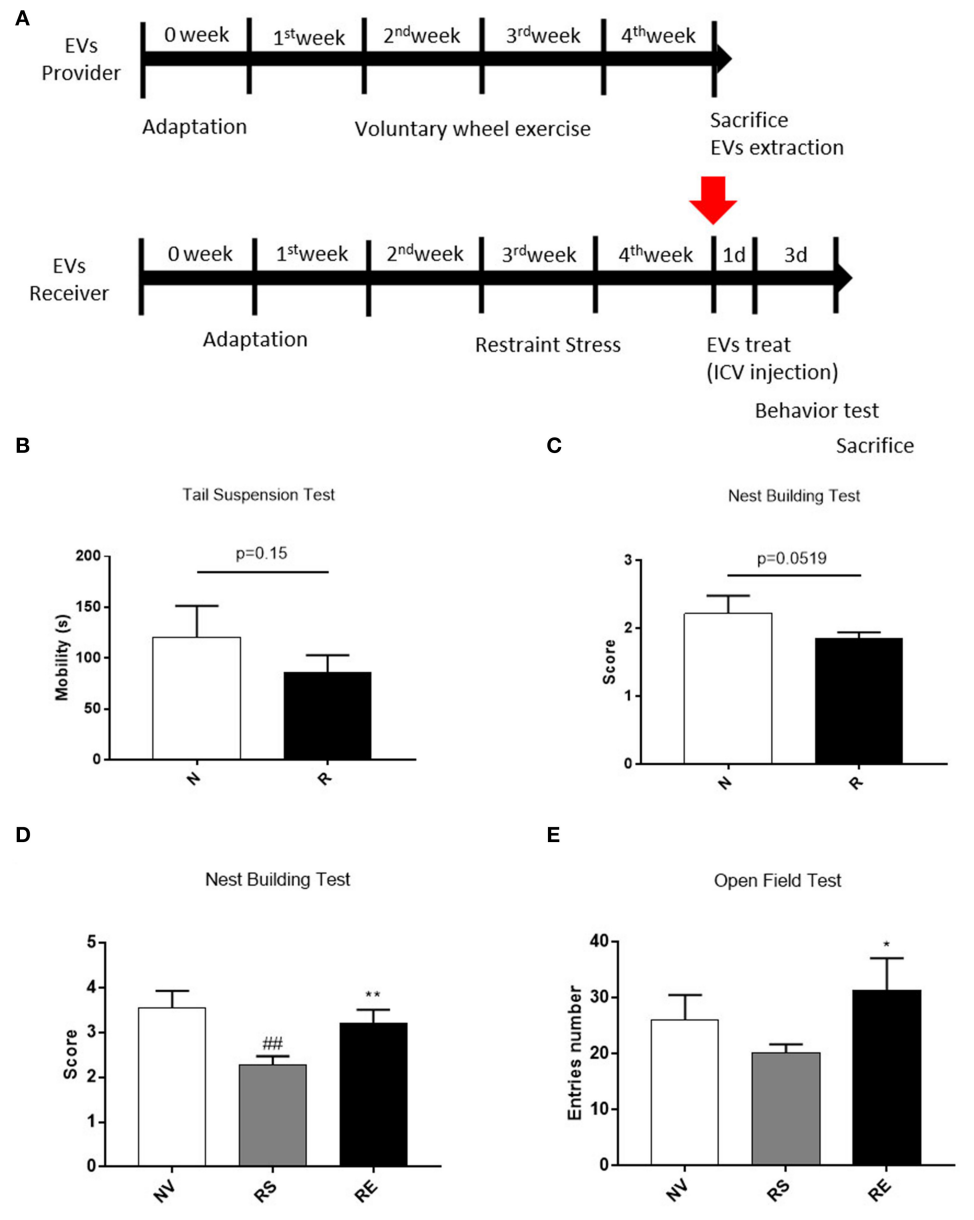
The effects of 4 weeks of voluntary running wheel exercise-induced EVs on anxiety. **(A)** The experimental design (red arrows indicate EV ICV injection). **(B)** The mobility durations of the non-restrained and restrained groups on the tail-suspension test. **(C)** The group scores on the nest- building test prior to ICV injection. **(D)** The group scores on the nest-building test after ICV injection. **(E)** The center entry numbers in the open field test after ICV injection. All mice were male. *N*, non-restrained (6-week-old, *n* = 5); *R*, restrained (thus stressed) (6-week-old, *n* = 15); NV, non-restrained vehicle-injected group (11-week-old, *n* = 5); RS, restraint-stressed sedentary EV-injected group (11-week-old, *n* = 5); RE, restraint-stressed exercise EV-injected group (11-week-old, *n* = 5). *p < 0.05, **p < 0.001 compared to the NV group, ^##^*p* < 0.001 compared to the RS group. Statistical analysis was performed using the one-tailed Student *t*-test.

Exercise-induced EVs injection increased the nest-building test scores compared to sedentary-induced EVs injected (Figure 5D, *p* < 0.001). The number of center entries in the open field test was higher in exercise-induced EVs injected mice (Figure 5E, *p* < 0.05). However, basic behavior did not differ between the two groups (data not shown). These results elucidated that the exercise-derived EVs have the positive effect on anxiety behaviors.

### Restraint Stress and Exercise-Induced EVs Altered Hippocampal mRNA Levels

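Hippocampal RNA was pooled within each of 3 groups of male mice, and each pool was hybridized to 1 Affymetrix whole-transcript array. The groups were non-restrained vehicle-injected mice (NV, 3 mice), restraint-stressed mice injected with EVs from sedentary donors (RS, 4 mice) and restraint-stressed mice injected with EVs from donors housed with a running wheel for 4 weeks (RE, 4 mice). Restraint lasted 6 h per day for 3 weeks, 20 μg of EVs was injected into the lateral ventricle, and tissue was collected 3 days after injection. The deposited label of the NV pool speaks of vesicles, whereas its protocol note and the paper give vehicle, and the paper was followed. The labels also name ventral hippocampus for all 3 pools, whereas the paper names hippocampus without a part. RS differed from NV both in restraint and in the injected material, so the 2 cannot be separated in that comparison. The submitters' processing notes name RMA and Affymetrix Power Tools without versions. The deposited values are log2 signals for 22205 probe sets, with a median of 6.64 in NV, 6.62 in RS and 6.55 in RE. Values above 16, the ceiling of a plain 16-bit scan on this scale, were found for 174 probe sets in NV, 211 in RS and 169 in RE, and the step behind them is not given in the sources used here. Of the probe sets, 19571 had 1 gene symbol, 0 had several and 2634 had none here. For the 55 genes with several probe sets the one with the highest mean signal was used, which left 19504 genes. A background level of 6.01 was set at the 95th percentile of 1450 olfactory, vomeronasal and taste receptor genes, taken as genes not used in the hippocampus, and the size of a difference is less certain where 1 of the 2 values lies below it. Genes are called higher or lower here when the log2 values of 2 pools differed by 1 or more, which is the 2-fold threshold of the paper. With 1 array per group no difference has a replicate check, the number of arrays limits the precision, and no p-value is given. For gene lists, fixed before the data were examined, the median log2 difference was placed among the medians of 10000 random lists matched on mean signal in 20 bins, as a description of these arrays.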

Through microarray experiments, we directly investigated changes of gene profiles in the hippocampus of EVs injected mice. Restraint stress transformed the microarray hierarchical clustering heat map image (Figure 6). However, few changes were noted after EVs injection (Figure 6). 

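Genes known from the dentate gyrus were higher, and genes known from the ventral hippocampus lower, in RS than in NV. Of 14 measured dentate gyrus genes, 10 were higher and 0 were lower. Prox1, a transcription factor of granule cells, had a log2 signal of 9.82 in NV, 12.52 in RS and 12.19 in RE. The cation channel gene Trpc6 differed by 2.83 between RS and NV. Dsp, which encodes desmoplakin, differed by 3.57 and Tdo2, a tryptophan dioxygenase, by 3.29, with both below the background level in NV. The median of this list was 1.45, above all 10000 random lists. Of 13 ventral hippocampus genes, 10 were lower and 0 were higher, with a median of -1.44 that lay below all 10000 random lists. Among these, the difference was -2.42 for the transcription factor Nr2f2, -2.26 for the serotonin receptor gene Htr2c, -2.17 for Timp2 and -2.61 for Coch, which was below the background level in RS.
The largest fall among all named genes was that of Tcf7l2, a transcription factor abundant in the thalamus, from 12.89 in NV to 8.21 in RS and 8.54 in RE. The glycine receptor gene Glra3 differed by -4.11 and Slc17a6, the vesicular glutamate transporter of many subcortical neurons, by -3.30. The transcription factor gene Tfap2d differed by -3.45 and Pou4f1, a transcription factor of the habenula, by -3.24, with both below the background level in RS. Of 21 thalamus genes, Tcf7l2 and Slc17a6 among them, 4 were lower and 3 higher, Prkcd with 1.98, Ptpn3 with 1.91 and Plekhg1 with 1.69, and the median was -0.36. Of 14 habenula genes, 4 were lower and 0 higher, with a median of -0.64. Of 12 oligodendrocyte genes, 5 were higher and 0 lower, among them the myelin genes Mobp with 1.36, Mbp with 1.17 and Mag with 1.15. Of 10 excitatory neuron genes, 2 were higher, Neurod6 with 2.45 and Itpka with 1.26, and 0 were lower. Of 15 inhibitory interneuron genes, 4 were lower and 0 higher, including Gad2, an enzyme of GABA synthesis, with -1.57 and the vesicular GABA transporter Slc32a1 with -1.42. Of 18 immediate early genes, 6 were higher and 0 lower, with 1.40 for Nr4a1, 1.24 for Junb and 1.19 for Btg2. Egr3 had 1.27, or 0.50 when the mean of its probe sets was taken.
In all, 686 genes were higher and 836 lower in RS than in NV, 7.80% of the 19504 genes, but among genes whose higher array was above the background level 582 were higher and 483 lower. Among genes with a mean signal at or below that level, 146 were higher and 508 lower. The SD of the log2 difference across genes, which are not replicates, was 0.57 for RS against NV, 0.57 for RE against NV and 0.35 for RE against RS, and RS and RE were joined first in the clustering of the 3 arrays. Of the 1450 receptor genes not used in the hippocampus, 11.0% also passed the 2-fold threshold between RS and NV.

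**Figure D1:**
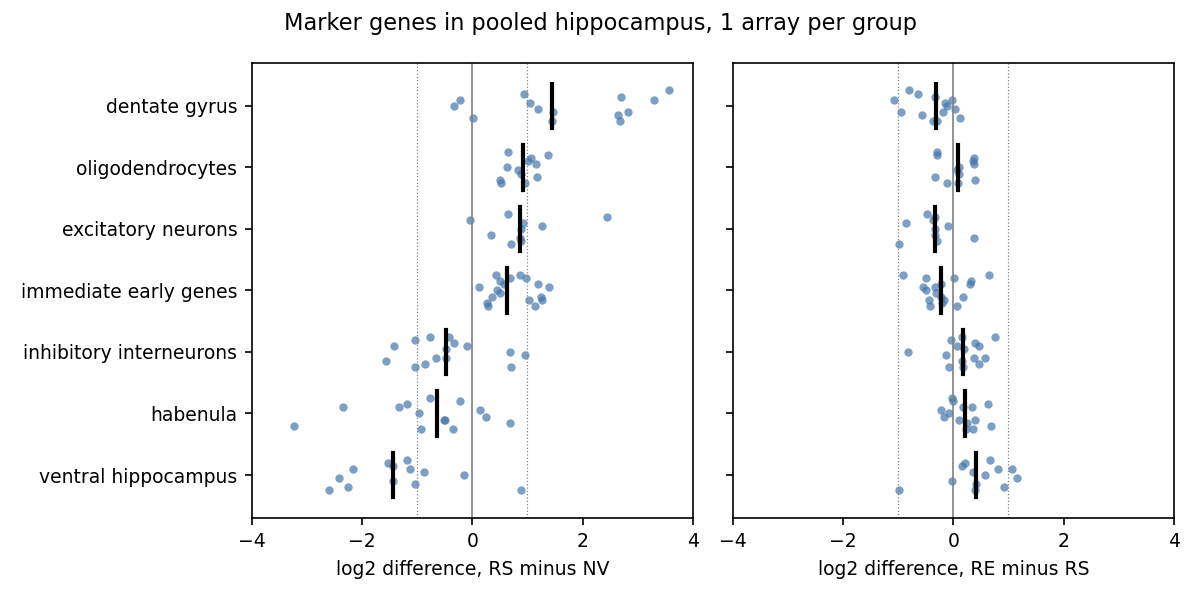
Log2 differences of marker genes between pools, RS minus NV on the left and RE minus RS on the right. Each point is 1 gene of a list, black bars are list medians and dotted lines mark a 2-fold difference. The dentate gyrus median lies at 1.45 and the ventral hippocampus median at -1.44 on the left.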

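Between RE and RS, 86 genes were higher and 141 lower, 1.16% of the genes. The rises included Osr1, a zinc finger transcription factor, with a log2 difference of 1.44, Plagl1, another zinc finger factor, with 1.39, and Tubgcp3, of the gamma-tubulin complex, with 1.37. Tpbg had 1.24, the amino acid transporter gene Slc38a11 had 1.23 and Lbp, the lipopolysaccharide binding protein, had 1.33, from a value below the background level in RS. Among the falls, Atg16l2, related to the autophagy gene Atg16l1, had -1.53 and Rps27l, a ribosomal protein paralog, had -1.44. Gstcd with -1.61, Mycbpap with -1.60, the pseudogene Sprr2j-ps with -1.56 and the transcription factor Sox7 with -1.28 fell to values below the background level in RE.
Of the 13 ventral hippocampus genes, 2 were higher in RE than in RS, Nr2f2 with 1.15 and Dcn, which encodes decorin, with 1.06, and 0 were lower. Their median of 0.41 lay above all 10000 random lists. Of the 14 dentate gyrus genes, Tdo2 was lower, with -1.08, and 0 were higher, and the list's median was -0.31, at the 0.20 percentile. None of the 10 excitatory neuron genes, 15 inhibitory interneuron genes, 18 immediate early genes or 12 oligodendrocyte genes passed the 2-fold threshold between RE and RS. Their medians were -0.33 for excitatory neuron genes (9 of 10 negative, 1.10 percentile), 0.17 for inhibitory interneuron genes (99.6 percentile), -0.22 for immediate early genes (3.42 percentile) and 0.09 for oligodendrocyte genes (97.53 percentile).
The share of higher genes among those called was 37.9% as deposited and 54.2% when the difference was centred on its median of -0.07, with 123 higher and 104 lower. Among genes whose higher array was above the background level, 45 were higher and 60 lower.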

Restraint stress significantly changed the expression levels of genes associated with long-term depression (Plcb4, Gucy1a3, Prkg2, Ppp1r17, Grid2, and Crhr1) in the Kyoto Encyclopedia of Genes and Genomes (KEGG) map (Table 5). 

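Plcb4, a phospholipase C acting below metabotropic receptors, had a log2 signal of 10.70 in NV, 8.17 in RS and 8.70 in RE, a difference of -2.52 between RS and NV. Prkg2, a cGMP-dependent protein kinase, was at 6.40 in NV and 4.12 in RS, a difference of -2.28, with the RS value below the background level. Crhr1, a receptor of corticotropin-releasing hormone, differed by -0.97, and Ppp1r17, a phosphatase inhibitor known from Purkinje cells, by -0.93, with both arrays below the background level for Ppp1r17. Neither passed the 2-fold threshold between RS and NV. The mean of RS and RE against NV gave the paper's values for these 4 genes to 0.001, on a linear scale. In that comparison all 4 genes were lower than in NV by at least 2-fold, with log2 differences of -1.31 for Crhr1 and -1.01 for Ppp1r17. Gucy1a3 is not analysed here, since no probe set carried its name.
Of 60 genes listed for the long-term depression pathway, 46 were measured. Of these, 3 were lower (Plcb4, Prkg2 and Crh, which encodes corticotropin-releasing hormone, with -1.01 and an RS value below the background level), 1 was higher (the calcium channel gene Cacna1a, with 1.05) and 42 were neither. The AMPA receptor genes Gria2, with 0.88, and Gria1, with 0.66, were below the threshold. The median of the pathway list was 0.04, at the 35.8 percentile of random lists. The study chose the Table 5 genes on these same arrays, so their direction is not independent evidence for the list, and without these 4 genes its median was 0.16, at the 87.8 percentile. In its discussion the paper relates the lower expression of these genes to anxiety, citing the behavior of knockout mice for Plcb4 and Prkg2.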

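Tacr3, the receptor of neurokinin B, had a log2 signal of 7.45 in NV, 5.99 in RS and 7.54 in RE. Its difference of 1.55 between RE and RS, a linear fold of 2.93, was the largest rise among named genes whose higher array was above the background level of 6.01, and its RS value lay just below that level. Oprm1, the μ opioid receptor, differed by 1.35, and Trhr, the receptor of thyrotropin-releasing hormone, by 1.21. Gabrr1, a GABA receptor subunit, differed by 1.34 and Cysltr1, a leukotriene receptor, by 1.05, and both were below the background level in all 3 arrays. All 5 were lower in RS than in NV, with -2.52 for Trhr, -2.31 for Oprm1, -1.46 for Tacr3, -0.88 for Gabrr1 and -0.66 for Cysltr1.
Of 235 neuroactive receptor genes listed, 207 were measured. Between RE and RS, 5 were higher, which are the genes of Table 6, 2 were lower, Rxfp1 with -1.04 and P2ry2, and 200 were neither. The median of these receptors was -0.03, at the 90.4 percentile of random lists, and -0.04, at the 87.9 percentile, without the 6 genes of Tables 5 and 6 that the list holds. Between RS and NV, 15 of them were higher and 31 lower, with a median of -0.16 at the 0.07 percentile, and -0.15 at the 0.14 percentile without those 6 genes. The peptide receptor genes Cckbr, with -2.98, and Galr1, with -2.04 and an RS value below the background level, were among the lower. Chrna5, a nicotinic receptor subunit, with 2.73 and an NV value below that level, was among the higher.

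**Figure D2:**
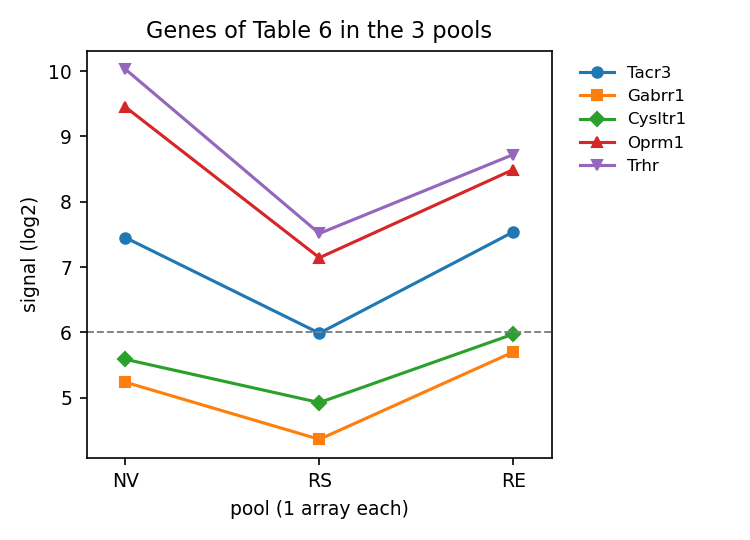
Log2 signal of the 5 genes of Table 6 in the NV, RS and RE pools, 1 array each, with lines joining the values of a gene and a dashed line at the background level of 6.01. Each gene is lowest in RS, and Gabrr1 and Cysltr1 stay under the dashed line.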

Exercise-induced EVs injection upregulated the expression of genes associated with neuroactive ligand-receptor interaction (Tacr3, Gabrr1, Cysltr1, Oprm1, and Trhr) in the KEGG map (Table 6).

**Figure 6:**
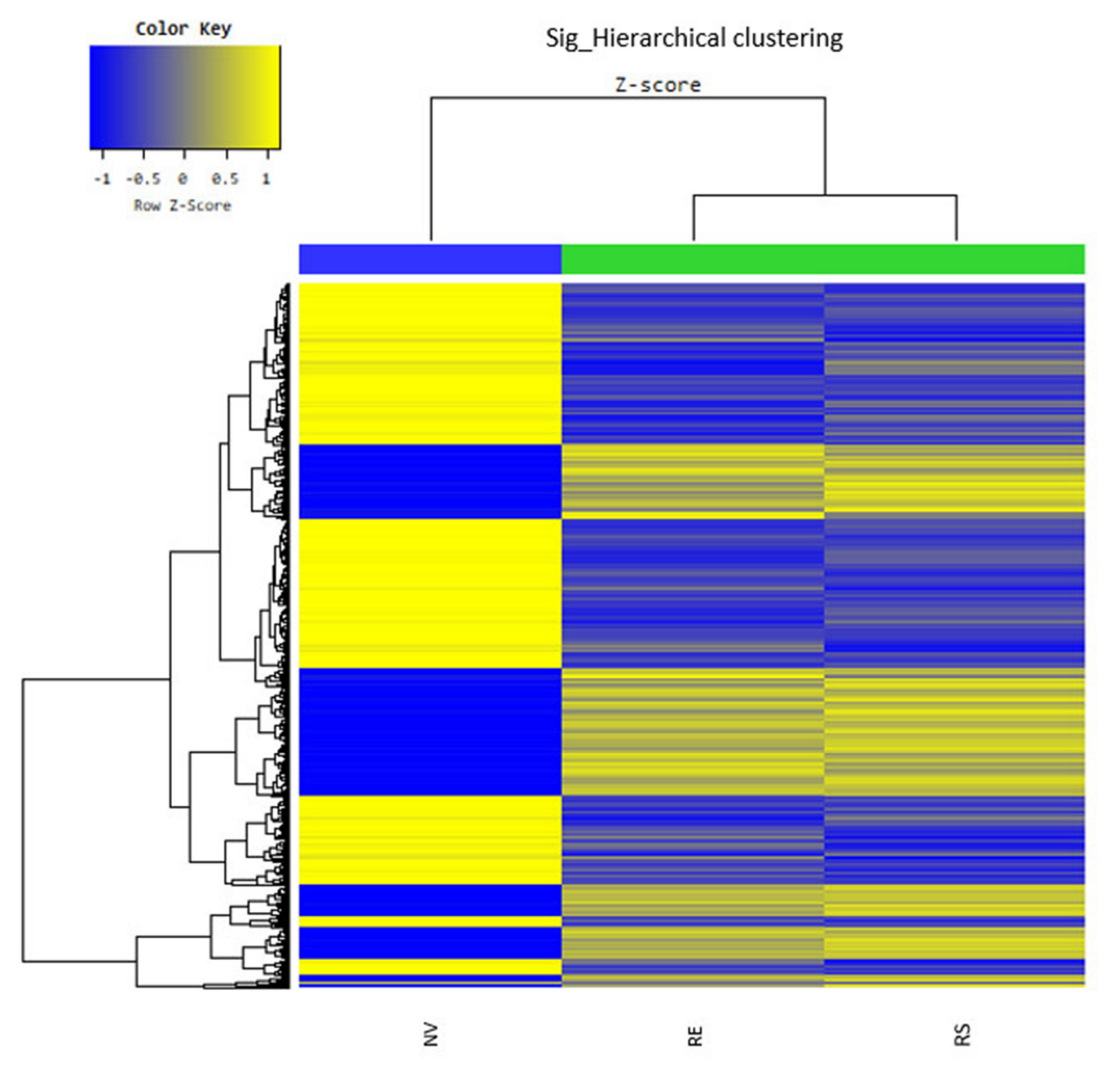
The hippocampal effects of 4 weeks of voluntary wheel exercise-induced EVs. The microarray hierarchical clustering heat-map image. NV, non-restrained vehicle-injected group (*n* = 3); RS, restraint-stressed sedentary EV-injected group (*n* = 4); RE, restraint-stressed exercise EV-injected group (*n* = 4).

**Table 5:** The list of chaged gene by restraint stress, fold change means restraint/non-restraint.

**KEGG map name**	***p*-value**	**Gene**	**Log2 fold change (R/N)**
Long-term depression	0.01292	Plcb4	−4.791442
		Gucy1a3	−2.459807
		Prkg2	−4.137201
		Ppp1r17	−2.019965
		Grid2	−2.287125
		Crhr1	−2.482984

**Table 6:** The list of changed gene by exercise-induced EVs, fold change means restraint exercise/restraint sedentary.

**KEGG map name**	***p*-value**	**Gene**	**Log2 fold change (RE/RS)**
Neuroactive ligand- receptor interaction	0.000994	Tacr3	2.9314
		Gabrr1	2.529145
		Cysltr1	2.070185
		Oprm1	2.551826
		Trhr	2.312414

## Discussion

Anxiety disorders are characterized by excessive worry about events or activities that persists for at least 6 months (American Psychiatric Association, 2013). Large-scale surveys have found that 33.7% of subjects suffer anxiety disorders during life (Alonso and Lépine, 2007). Anxiety disorders are comorbid with other mental illnesses, creating major societal burdens. However, the common drugs trigger side effects including nausea, weight gain, and sleepiness (Lord et al., 2017). Thus, new therapies are required (Wegner et al., 2014; Stonerock et al., 2015).

Exercise is a powerful treatment, improving PTSD, sub-element anxiety disorders, and generalized anxiety disorder (Herring et al., 2012; Rosenbaum et al., 2015). Exercise increased neural precursor cell proliferation in the mouse dentate gyrus (Pons-Espinal et al., 2019). Besides, exercise intervention may ameliorate not only cognitive but also behavior function in individuals with Parkinson's disease. Physical activity can protect from cognitive impairment in Alzheimer's disease. These experiments attest that exercise helps individuals to mitigate neural disease (Petzinger et al., 2013; Pin-Barre and Laurin, 2015; Cui et al., 2018).

EVs may modulate the beneficial effects of exercise (Safdar and Tarnopolsky, 2018; Whitham et al., 2018). EVs contain proteins, nucleic acids, lipids, and cell metabolites (Maji et al., 2017); and engage in inter-organ signaling (Pitt et al., 2016). Previous studies showed that exercise-induced EVs exerted positive effects on neuronal systems (Safdar and Tarnopolsky, 2018; Moon et al., 2020). However, whether such EVs reduce anxiety remains unclear. Therefore, we designed the experiments and found that anxiety was relieved through intracerebroventricularly injection of such EVs.

Most previous studies found that 4 weeks of voluntary wheel exercise significantly increased exercise-related signaling (Tanner et al., 2013; Kurauti et al., 2016; Liao et al., 2017). Phosphorylated AMPK and ACC, which are activated by exercise, promote ATP production and increase rates of myocardial fatty acid oxidation. Also, oxidative phosphorylation and Pgc1α mRNAs that promotes mitochondrial biogenesis are increased by endurance exercise. Thus, these factors are commonly used as exercise markers. Our results showed that the p-AMPK and p-ACC levels in the gastrocnemius muscle were upregulated and the levels of mRNAs encoding PGC1α, oxidative phosphorylated genes tended to rise; 4 weeks of voluntary wheel exercise was sufficient for the following studies.

EVs consist of a bilayer membrane that makes it possible to travel inter-organs. We isolated EVs from each group's sera for demonstrating the differences between groups. The EVs of both the exercised and sedentary groups 5 μg of EVs contained CD9 which is considered as EVs positive marker. The EVs were characterized *via* nanoparticle tracking. In accordance with the previous result (Oliveira et al., 2018), the EVs diameter, size, and number did not differ between the groups. Recent studies showed that EVs were released during cycling and declined when resting (Frühbeis et al., 2015; Whitham et al., 2018; Brahmer et al., 2019). Another study demonstrated that plyometric jumping and downhill running did not change vesicle number or size (Lovett et al., 2018). Differences in EVs diameter, numbers, and size vary by species, the type and intensity of exercise, and the timing of measurements.

EVs can carry proteins nucleic acids, lipids, and metabolites. Among that, miRNAs are small non-coding RNAs that regulate protein expression *via* mRNA degradation or inhibition of translation. Specific miRNAs are associated with chronic fatigue syndrome, depression, Alzheimer's disease, and Huntington's disease (Hoss, 2015; Wei et al., 2016; Baraniuk and Shivapurkar, 2017; Wu et al., 2017). However, few reports focused on miRNA changes in exercise-induced EVs (D'Souza et al., 2018; Lovett et al., 2018; Hou et al., 2019; Yin et al., 2019; Nair et al., 2020). Therefore, We compared the EVs miRNAs through miRNA sequencing in sedentary and exercised mice; 46 miRNAs were upregulated and 36 downregulated in the exercise group. Among that, miR-10b-5p was upregulated in the rat hippocampus after 4 weeks of treadmill exercise (Fernandes et al., 2018) and miR-let-7i was downregulated in the plasma of athletes after exercise (Nielsen et al., 2014), consistent with our findings. Furthermore, as our results, the elevation of miR-342-5p in exercise-released exosome showed that reduced apoptosis and LDH release (a marker of tissue damage), increased cardiomyocyte viability (Hou et al., 2019). Wang et al. (2019) demonstrated that upregulated exosomal miR-29 plays important role in muscle atrophy and kidney fibrosis in mice. Thus, we confirmed those miRNA sequencing data through RT-qPCR in sera isolated miRNAs (Supplementary Figure 1) and illustrated cumulative distribution plots of miR-29b-3p target and non-target mRNAs (Supplementary Figure 2).

We defined all miRNA-targeted genes with the aid of Target Scan and miRDB, and performed a functional analysis with the aid of Cytoscape. The genes were involved in neurotrophin signaling, central nervous system neuronal development and cerebral cortex cell migration, and peripheral nerve development. Previous studies also confirmed that exercise-induced EVs play roles in nervous system communication (Galieva et al., 2019; Liu et al., 2019). Physical activity modulates the miRNA level which can affect on memory (Fernandes et al., 2017). Also, Exercise-induced extracellular derivatives enhanced neural maturation (Moon et al., 2020). Therefore, we treated Neuro2A cells with exercise-induced EVs 10 μg and it exhibited enhanced viability; the effects of sedentary EVs were less clear. This result indicates that exercise-derived EVs might be actively involved in anxiety disorders. However, because we could not have conducted the miRNA-mediated gene silencing, it might not relevant between miRNAs and cell viability.

A previous study shows that EVs are delivered hippocampus through ICV injection (Nakano et al., 2016; Micci et al., 2019). According to the positive effect on Neuro2A cell viability result of *in vitro* study, the anxiety model was made by 3 weeks of restraint stress and then treated EVs directly through ICV injection. Chronic stress diminishes the neurogenesis (Duman, 2009). Restraint is well-known to induce depressive- and anxiety-like behavior (Chiba et al., 2012; Ampuero et al., 2015). The nest-building test showed that restraint stress evoked anxiety-like behavior. However, tail suspension test demonstrated a tendency in depressive-like behavior. In earlier work, 2 h per day over 7 days of restraint stress-triggered adaptive behavioral changes in anxiety- and depressive-like phenotype (Sadler and Bailey, 2016). Likewise, a previous study demonstrated that differential effects between the restraint methods (Shoji and Miyakawa, 2020).

After ICV injection, exercise-induced EVs treated group was rescued nest-building and central zone entries to significantly greater extents than sedentary. Exercise-derived EVs, thus alleviating anxiety. However, depressive behavior was not affected. We inject only one EV dose; this may be a limitation of the study. In addition, the 3 days of rehabilitation may have diluted the EV effects. Repeat EV injections *via* a cannula or osteomic pump are required in a future study.

We used a microarray to explore changes in hippocampal gene expression. In the restrained group, genes involved in long-term depression (Plcb4, Gucy1a3, Prkg2, Ppp1r17, Grid2, and Crhr1) were downregulated compared to the control group. These genes are also associated with anxiety; medial septal Plcb4 knockout mice exhibited more anxiety-like behaviors (Shin et al., 2009). Gucy1a3 expression in the amygdala correlated positively with social behavior in the rhesus monkey (Sabatini et al., 2007). Prkg2 encodes cGK type II (cGKII), which regulates hippocampal synaptic plasticity (Serulle et al., 2007). Anxiety-like behaviors increased in cGKII knockout mice (Werner et al., 2004). Crhr1 encodes corticotropin-releasing factor 1 (CRF_1_); a CRF_1_ antagonist was anxiolytic in mice (Marcinkiewcz et al., 2016), associated with dose-related changes in regional cerebral glucose metabolism in regions involved in mood and anxiety (Schmidt et al., 2009). Ppp1r17 and Grid2 have not been studied in the context of anxiety.

Exercise-induced EVs injected restrained group exhibited higher levels of the neuroactive ligand-receptor interaction genes (Tacr3, Gabrr1, Cysltr1, Oprm1, and Trhr) than sedentary-derived EVs injected group. Tacr3 overexpression in the unilateral habenula significantly reduced anxiety-like behavior (Cui et al., 2020). By contrast, Tacr3 expression in the amygdala of the NIH-HS rat was higher in a high-anxious group compared with a low-anxious group (Díaz-Morán et al., 2013). Gabrr1 and Cysltr1 has few previous studies related to anxiety and depression. Gabrr1 encodes an ionotropic GABAA receptor that inhibits neuronal activity. Early-life stress such as maternal separation can evoke anxiety-like behavior later in life (Wang et al., 2020). Gabrr1 was upregulated in the pineal gland of rats subjected to long-term maternal separation (Steine et al., 2016). Cysltr1 encodes cysteinyl leukotriene receptor 1; hippocampal knockdown prevented depressive-like behavior in mice (Yu et al., 2016). Oprm1 has been extensively studied in the context of single nucleotide polymorphisms (SNPs) (Mague and Blendy, 2010; Mura et al., 2013; Boparai et al., 2018). The gene encodes the μ opioid receptor. The G allele is a minor form associated with higher resting cortisol levels, blunting of the cortisol response to stress, and separation anxiety disorder (Mague and Blendy, 2010; Boparai et al., 2018). Also, the SNP affects the mRNA expression level, reducing expression by 50% compared to that of the A allele, inducing anxiety (Mura et al., 2013). Trhr encodes the receptor for thyrotropin-releasing hormone (TRH); TRH-R1 knockout mice exhibited increased anxiety- and depressive-like behaviors (Zeng et al., 2007). Low levels of exploratory activity in novel environment rats which are highly inhibited and anxious, depressive-like behavior expressed low Trhr level in dentate gyrus where neural proliferation within the hippocampus (Birt et al., 2021).

We found no significant difference in EV physical properties between the exercise and sedentary groups, but their physiological characteristics varied (in a manner that may affect the nervous system). Exercise-induced EVs contributed to neuronal cell viability and mitigated anxiety-like behavior. Thus, exercise-induced EVs may serve as anxiolytics.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168765.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of Seoul National University.

## Author Contributions

KY wrote the paper and collected the data. SP contributed data and performed the analysis. SK performed the analysis. HM designed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 The validation of 4 weeks of voluntary wheel exercise mice sera-isolated EVs miRNAs through RT-qPCR. **(A–D)** miR-10b-5p, miR-let-7i-5p, miR-342-3p, and miR-29b-3p miRNA levels normalized by miR-16. ^***^*p* < 0.001, ^****^*p* < 0.0001 vs. S. Statistical analysis was performed with the aid of the one-tailed Student *t*-test. S, sedentary group (*n* = 6); E, exercise group (*n* = 6). The data represent means ± SEM (^*^*p* < 0.05).

Supplementary Figure 2 Cumulative distribution plots of miR-29-3p target and non-target genes. **(A)** Fold change means restraint / non-restraint group. **(B)** Fold change means restraint exercise / restraint sedentary group.

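Textbook targets of miR-29 were used, since the target list behind the plots is not used here, and seed matches in 3' UTRs were not searched. Of 53 genes listed, 47 were measured. Between RS and NV, 5 were lower, all genes of the extracellular matrix, and 0 were higher. Sparc, a collagen-binding glycoprotein, had a log2 signal of 15.95 in NV and 14.14 in RS, a difference of -1.82. The collagen genes Col5a3, Col4a1, Col15a1 and Col1a2 had differences of -1.27, -1.24, -1.08 and -1.08, with Col5a3 and Col15a1 below the background level in both arrays and Col4a1 and Col1a2 below it in RS. The median of the 47 targets was -0.23 between RS and NV, at the 0.19 percentile of random lists matched on mean signal. A list of 14 fibroblast and meninges genes, which shares Col1a1, Col1a2 and Col3a1 with the targets, had a median of -0.73 in the same comparison, below all 10000 random lists, with 4 lower (Ptgds, Dcn, Col1a2 and Mgp) and 1 higher (Bgn). The 18 matrix targets alone had a median of -0.30, at the 5.19 percentile. The 29 targets outside the matrix had -0.20, at the 0.77 percentile, with 0 past the 2-fold threshold, as for Hrk, Tet2 and Dnmt3a at -0.91, -0.46 and 0.31. Between RE and RS, 1 target was higher, the DNA methyltransferase gene Dnmt3b with 1.08, at a signal below the background level, and 0 were lower. Their median was -0.05, at the 56.2 percentile, and 0.02 when the difference was centred on the median of all genes.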

How the deposited data were processed for this re-analysis (not part of the article)

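Gene expression was measured in pooled hippocampal RNA of non-restrained vehicle-injected mice (NV, 3 mice), restraint-stressed sedentary EV-injected mice (RS, 4 mice) and restraint-stressed exercise EV-injected mice (RE, 4 mice), with 1 Affymetrix whole-transcript array per pool. The authors deposited 1 table of processed values, which are log2 signals of 22205 probe sets. The paper names the Affymetrix Command Console software for the signal values, and the submitters' processing notes name RMA and Affymetrix Power Tools, with no versions given. The values run from 2.71 to 19.9, and the step that takes some of them above 16 is not given in the sources used here. Differences between pools on this log2 scale match the folds in the paper's Table 6 to 0.001, so the log base is settled by the values, but whether the signals were rescaled before the log is not known.

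Gene names came from the platform's annotation, updated through gene identifiers, which changed 0 symbols. Probe sets with 1 symbol numbered 19571, those with none here 2634. A gene with several probe sets was represented by the one with the highest mean, or by their mean as an alternative, which left 19504 genes. The difference of 2 log2 values was the only comparison made, with a threshold of 2-fold from the paper's methods. There are no replicate arrays, so no test across samples was run and no p-value is given. Array signal has no read depth, and its precision is limited by the number of arrays. The background level was the 95th percentile of the values of 1450 olfactory, vomeronasal and taste receptor genes.

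The 50 gene lists covered brain regions, cell types, receptors, stress and activity genes, metabolism and the paper's own gene sets, and were written from textbook knowledge and the paper before the data were examined. 1 list of dorsal midbrain genes was added after a first look, before its values were seen as a list. Its member Ebf2 is also in a fixed list, the miRDB targets of Table 4. In addition, 2 joined lists were formed from the fixed ones. A list's median difference was ranked among 10000 random lists matched on mean signal in 20 bins. Random lists, lowess and figures used python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

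Named genes were chosen by a rule fixed before the data were examined: in RS against NV and in RE against RS, the 10 largest rises and 10 largest falls among genes whose higher array was above the background level, leaving out predicted models, clone-named genes, small RNAs, antigen receptor segments and chemosensory receptors. The rule leaves out symbols of C followed by a digit, and so C1ql2, which would otherwise have been among the 10 largest rises. All genes of Tables 5 and 6 and up to 4 members with the largest difference per described list were also named, apart from a few further members and genes of small counts, chosen after their values were seen. Values in the paper's tables had been read beforehand.

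The scripts were tested on simulated data. With the noise of RE against RS over 19504 genes, 99.5% of 200 genes shifted 4-fold were called in the right direction, and 0.42% of unchanged genes passed the 2-fold threshold. Alternatives were a filter on low signal, centring on the median, removal of the lowess trend on mean signal (span 0.3), the mean of probe sets, all rows of the table, a 1.5-fold threshold, and RE or the mean of RS and RE in place of RS. No genome was used, so seed matches of miRNAs were not searched. The behavior, muscle, cell viability and small RNA experiments are not analysed here, apart from values of the paper's supplementary table that are marked as the paper's.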

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

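The bounds that single out the lists in this part were set after a first look at the list medians, as were the tests below. The exception is the test on dorsal midbrain genes, written before their values were seen as a list. The paper does not discuss 37 of the lists. In RS against NV and RE against RS, 15 of their 74 medians lay in the outer 0.5% of random lists at either end. Lists of genes that vary independently of each other would give 0.74 on average. Genes of a marker list can vary together, so the excess over 0.74 does not measure how far chance is exceeded. Some measured members of the lists in this part, Ugt8a, Slc5a7, Rora and Ebf2, are also in the paper's Table 4. In RS against NV the medians were 1.45 for dentate gyrus, 0.80 for CA1, 0.91 for oligodendrocytes, 0.87 for excitatory neurons and 0.63 for immediate early genes. On the lower side they were -1.44 for ventral hippocampus, -0.73 for fibroblasts and meninges, -0.64 for habenula, -0.57 for neocortex, -0.48 for inhibitory interneurons, -0.36 for thalamus (3 genes higher, 4 lower) and -0.26 for astrocytes. In RE against RS they were 0.41 for ventral hippocampus, 0.17 for inhibitory interneurons and -0.31 for dentate gyrus.

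The first pattern is that dentate gyrus genes were higher and ventral hippocampus genes lower in RS than in NV. A signal-dependent scale of the arrays is argued against by the dentate gyrus median of 1.33 after removal of the lowess trend, and noise at low signal by a median of 1.45 over the 7 dentate gyrus genes with the higher mean signals of that list (at the 100 percentile), and of -1.44 over the 7 such ventral hippocampus genes, none of which had a value under 7.36. Neighbouring dorsal midbrain tissue in the NV pool may have contributed: 18 further dorsal midbrain genes had a median of -0.79 (0.01 percentile), with 12 of them below background in both arrays and 5 of the other 6 at least 2-fold lower, led in signal by Meis2 at 13.17 in NV and 11.56 in RS. The fixed list of midbrain and brainstem genes, 16 measured, did not stand out. Its median was -0.25 (17 percentile), with 1 higher and 1 lower, and only 3 of its genes were above background in either array. Calb1, Pdzd2 and Plk5 of the dentate gyrus list did not follow it, with differences of -0.22, -0.34 and 0.01. They decide nothing on added tissue, which dilutes only genes that it lacks, and their signal in midbrain was not measured. A differing share of hippocampal subregions cannot be told apart from the groups, with 1 pool per group. For 11 dorsal hippocampus genes outside the dentate list the median lay at the 28.06 percentile, with 3 higher and 1 lower. By the bound written for this test after a first look, so low a median counts against the explanation. The result was set to undecided after it was seen, because the members went both ways. An effect of restraint or of EV injection itself stays open and untested, with 1 pool per group.

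The second pattern is that the genes of Table 6 were higher in RE than in RS. The ventral hippocampus list, which holds none of them, lay above all random lists in the same comparison (percentile 100). More ventral hippocampus in the RE pool than in the RS pool is a candidate explanation, but the sizes differed. The ventral list had a median of 0.41 in RE against RS and stayed at -1.26 in RE against NV. The 5 genes of Table 6 had medians of 1.34 and 0.09 in these comparisons, with 3 of them above NV in RE. The study chose them for their rise, and Gabrr1 and Cysltr1 were below background, so these sizes do not decide the question. The rise in RE was not particular to the ventral list, however. Habenula genes lay at the 99.48 percentile, inhibitory interneuron genes at 99.6 and dorsal midbrain genes at 98.27, while thalamus genes lay at 81.11 and neocortex genes at 54.86. All of these lists had medians below 0 in RS against NV. CA3 genes at 99.12, amygdala and septum genes at 97.89 and oligodendrocyte genes at 97.53 also lay high in RE against RS. Their medians in RS against NV were above 0, at 0.48, 0.17 and 0.91. Of the fixed lists, 8 lay in the upper 2.5% of random lists in RE against RS and 3 in the lower. The 8 include the Table 6 list itself, which the study chose for its rise on these same arrays. Whether the 5 genes mark ventral hippocampus was not tested. The sample labels name ventral hippocampus and the paper names hippocampus. All 5 genes were also lower in RS than in NV, and RS enters both differences. An effect of the exercise EVs on these genes stays open and was not tested apart from differences in tissue between the pools.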

How the results depend on the processing

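No named gene called at 2-fold and no list in the outer 2.5% of random lists changed sign under the alternatives run on it, and all values here rest on 1 array per group. No paired analysis was possible because each group has 1 array. As there are no replicates, the spread for a single gene was taken as 1 SD of the RE against RS difference over all genes, and for a gene list as the SD of the medians of its random lists. Genes near the background level of 6.01 are limited by signal, and the paper's threshold has no error there.

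At a 1.5-fold threshold the counts were 4970 for RS against NV, 1909 for RE against RS and 5164 for RE against NV, compared with 1522, 227 and 1557 at 2-fold, as a lower threshold admits more genes. Above the background level RS against NV had 582 higher and 483 lower, where all genes gave 686 and 836, and the totals were 105 for RE against RS and 976 for RE against NV, as fewer genes are counted. Removal of the lowess trend gave 650 higher and 701 lower for RE against NV, where the deposited values gave 559 and 998. The SD of the log2 difference above background was 0.60 for RS against NV, 0.33 for RE against RS and 0.58 for RE against NV, and over genes 2-fold different in any comparison 1.21, 0.56 and 1.18, as the genes differ by construction. Of the 4 measured genes of Table 5, 2 were at least 2-fold lower in RS than in NV, 4 with RE in place of RS and 4 with the mean of RS and RE. The count changed because Crhr1 and Ppp1r17 had lower values in RE (6.333 and 3.805) than in RS (7.015 and 3.981). Why they were lower in RE was not tested. The median of miR-29 targets in RE against RS was 0.016 after centring and 0.035 after removal of the lowess trend, against -0.05 as deposited. The medians of the predicted targets of Table 4 in RE against RS were -0.042 and -0.031 for Target Scan, and -0.003 and -0.006 for miRDB, after the same 2 steps, which remove the median difference of -0.07 between these arrays. Of 403 recomputed list medians 51 moved by more than their spread and 0 turned sign while called, and of 1178 recomputed single gene values 9 moved by more than theirs.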

Differences from the paper's values

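The columns of Tables 5 and 6 are headed as log2 fold changes, but the deposited log2 values give the printed numbers of Table 6 as signed linear folds, in which a fall is written as minus the inverse ratio. On that scale all 5 values of Table 6 match to 0.001 as deposited and with the mean of probe sets, and not after centring or removal of the lowess trend. Table 5 is described as restraint over non-restraint, and the methods use R for all restrained mice, without saying how the 2 restrained pools were joined. The fold of RS against NV was -5.74 for Plcb4, and the paper's value is -4.791442. For Prkg2 it was -4.85, with the paper's value at -4.137201. For Ppp1r17 it was -1.90, with the paper's value at -2.019965, and for Crhr1 it was -1.96, with the paper's value at -2.482984. Among the alternatives set before the data were examined, the mean of the RS and RE log2 values against NV gave the paper's value for all 4 genes to 0.001. Centring, removal of the lowess trend, the mean of probe sets and RE against NV did not. Gucy1a3 is not analysed here.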

Other observations

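Bdnf, a neurotrophin gene, had a log2 signal of 10.65 in NV, 12.36 in RS and 11.91 in RE, and its receptor gene Ntrk2 had 15.01, 14.92 and 14.90. Of 10 neurotrophin and receptor genes, 1 was at least 2-fold higher in RS than in NV and 0 lower, with a median at the 63.5 percentile of random lists. Nr3c2, the mineralocorticoid receptor gene, was higher in RS than in NV by 1.92 and Hsd11b1, which regenerates corticosterone, by 1.29, while Crh had -1.01, with an RS value below the background level of 6.01. Of 18 glucocorticoid response genes, 2 were higher, Zbtb16 with 1.06 and Hif3a with 1.02 but below the background level in all 3 arrays, and 0 lower, with a median of 0.22 at the 93.4 percentile. Of 35 oxidative phosphorylation genes, 0 passed 2-fold in either comparison. In RE against RS their median was 0.02, at the 99.4 percentile.

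The test in this part on the 2-fold differences between RE and RS was chosen after the result was seen. Among genes with a mean signal above the background level, 0.673% passed 2-fold between RE and RS, and among genes at or below it 1.82%. Of the 1450 chemosensory receptor genes, 2.41% did, against 1.06% of the other genes. Noise at low signal may account for part of the 2-fold differences between RE and RS. The 75 calls with a mean signal above background stay open, with the EV injection and differences between pools among their untested explanations.

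Of the 1522 genes at least 2-fold different between RS and NV, 74.5% lay closer to NV in RE than in RS. RS is in both differences, so a return is expected by chance alone. In 100 simulations in which RS and RE were truly equal and differed only by noise resampled from their difference, the share was 70.4%, with a range from 67.3% to 72.6%, and in simulated unchanged pools 96.4%. The median shift towards NV was 0.24.

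RS and RE were both compared with the same NV array. Across genes, which are not independent replicates, the differences had r = 0.81, where simulated unchanged pools gave 0.50 from the shared array, and a covariance of 0.262 where simulation gave 0.0608, a difference of 0.201. Both comparisons shared 345 higher and 521 lower genes, and independent lists of these sizes would share 19.7 and 42.8. The single NV array cannot be split, so part of the excess over either value can come from it.

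The predicted targets in the paper's Table 4 were set beside RE against RS, a comparison the paper does not make. Of 119 measured Target Scan genes, 0 passed 2-fold, with a median of -0.11 at the 7.47 percentile. Of 112 measured miRDB genes, Gpm6a was lower, with -1.02, or -0.59 after removal of the lowess trend, with a median of -0.07 at the 57.7 percentile.

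The paper's supplementary table of EV miRNAs lists 82 miRNAs with 1 library per group, and the values in this paragraph are the paper's or ratios of them. Its read counts and RPM values imply 63756 reads in the sedentary library and 89673 in the exercise library. Taken as exercise over sedentary, the table's folds were 1.49 times the ratios of RPM at the median, which makes rises larger and falls smaller than by RPM. For miR-451a, listed as lower, the table's fold size was 3.63 and that by RPM 5.42. On the RPM scale 68 of the 82 differed at least 2-fold, with 14 of the 46 higher miRNAs and 0 of the 36 lower ones below 2-fold. In 27 rows 1 library had fewer than 10 reads. The 8 entries of the miR-297 and miR-466 families fall into 2 groups with identical counts and folds. miR-16-5p, the normalizer of Supplementary Figure 1, had 354 sedentary and 155 exercise reads. miR-451a, known from red blood cells, had 239 and 62, and miR-144-5p, of the same cluster, had 371 and 26.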
